# LAP2 Is Widely Overexpressed in Diverse Digestive Tract Cancers and Regulates Motility of Cancer Cells

**DOI:** 10.1371/journal.pone.0039482

**Published:** 2012-06-20

**Authors:** Hyun-Jung Kim, Sun-Hwi Hwang, Myoung-Eun Han, Sungmin Baek, Hey-Eun Sim, Sik Yoon, Sun-Yong Baek, Bong-Seon Kim, Jeong-Hwan Kim, Seon-Young Kim, Sae-Ock Oh

## Abstract

**Background:**

Lamina-associated polypeptides 2 (LAP2) is a nuclear protein that connects the nuclear lamina with chromatin. Although its critical roles in genetic disorders and hematopoietic malignancies have been described, its expression and roles in digestive tract cancers have been poorly characterized.

**Methods:**

To examine the expression of LAP2 in patient tissues, we performed immunohistochemistry and real-time PCR. To examine motility of cancer cells, we employed Boyden chamber, wound healing and Matrigel invasion assays. To reveal its roles in metastasis in vivo, we used a liver metastasis xenograft model. To investigate the underlying mechanism, a cDNA microarray was conducted.

**Results:**

Immunohistochemistry in patient tissues showed widespread expression of LAP2 in diverse digestive tract cancers including stomach, pancreas, liver, and bile duct cancers. Real-time PCR confirmed that LAP2β is over-expressed in gastric cancer tissues. Knockdown of LAP2β did not affect proliferation of most digestive tract cancer cells except pancreatic cancer cells. However, knockdown of LAP2β decreased motility of all tested cancer cells. Moreover, overexpression of LAP2β increased motility of gastric and pancreatic cancer cells. In the liver metastasis xenograft model, LAP2β increased metastatic efficacy of gastric cancer cells and mortality in tested mice. cDNA microarrays showed the possibility that myristoylated alanine-rich C kinase substrate (MARCKS) and interleukin6 (IL6) may mediate LAP2β-regulated motility of cancer cells.

**Conclusions:**

From the above results, we conclude that LAP2 is widely overexpressed in diverse digestive tract cancers and LAP2β regulates motility of cancer cells and suggest that LAP2β may have utility for diagnostics and therapeutics in digestive tract cancers.

## Introduction

Metastasis of cancer cells greatly affects prognosis of cancer patients. Survival rate of patients who have distant metastasis is significantly lower than those who have localized tumor in most types of cancer [1]. One of critical factors in metastasis is motility of cancer cells [2]. Many critical molecules which regulate motility of cancer cells have been identified. Because inhibition of migration is effective in treating metastasis in many aspects, many migration inhibitors are under the clinical development [3]. For example, Rho kinase is a small GTPase which regulates actin and microtubulin network and cellular protrusions. So, an inhibitor which targets Rho kinase is under the clinical development [3].

Lamina-associated polypeptides 2 (LAP2) is one of LEM-domain proteins which are inner nuclear membrane proteins which share a common motif of approximately 40 amino acids, known as the LEM-domain [4], [5]. LEM-domain proteins connect the inner nuclear membrane and the nuclear lamina with chromatin through the barrier-to-autointegration factor (BAF). The family of LEM-domain proteins includes LAP2 [6], [7], [8], emerin [9], MAN1 [4], LEM2 [10] and LEM3 [11]. The name LEM derives from LAP2, Emerin and MAN1 [4].

In addition to their structural roles in nuclear membrane, LEM-domain proteins have been shown to play critical roles in various cellular processes such as DNA replication and regulation of gene expression. LAP2β regulates DNA replication by interacting with HA95 during the G1 phase of the cell cycle [12]. This interaction with HA95 leads the prereplication complexes to the replication origin and stabilizes it. Disruption of this interaction causes release of the prereplication complex components and triggers the proteolysis of Cdc6.

Pathological consequences have been described for LEM-domain proteins in genetic disorders in humans and are collectively called laminopathies [5], [13]. For example, Emerin deficiency causes Emery-Dreifuss Muscular Dystrophy (EDMD) [9], [14], [15] and MAN1 deficiency leads to osteopoikilosis, Buschke-Ollendorf syndrome and melorheostosis [16]. In addition to these laminopathies, involvement of LAP2 in carcinogenesis has been described. For example, LAP2β has been shown to be involved in proliferation of malignant lymphocytes [12], [17], [18]. Moreover, overexpression of LAP2α was reported in larynx, lung, stomach, breast and colon cancer tissues [19].

The LAP2 family of LEM domain proteins, is composed of at least six isoforms in mammals: α, β, γ, δ, ε, ζ, [6], [20], [21], [22]. These isoforms are generated by alternative splicing of the same transcript. All isoforms except the mammalian LAP2α and LAP2ζ are inner nuclear membrane proteins and share a similar domain organization. The N-terminal segment contains the LEM-domain and LEM-like domain. Unlike the LEM-domain, LEM-like domain can interact directly with chromatin without help of BAF. The C-terminal segment of LAP2 proteins has lamin-binding domains. Notably the C-terminal segment of α-isoform lacks a putative transmembrane domain, so the protein is distributed throughout the nucleus. Although LAP2α, β, and γ are expressed ubiquitously in the majority of mammalian cells, differential expression of LAP2 isoforms has been described. Differentiated tissues highly express the LAP2γ isoform, however, tissues with proliferating cells express more of the LAP2α and LAP2β isoforms [23].

Although its critical roles in genetic disorders and hematopoietic malignancies have been described, expression and roles of LAP2 in other cells or diseases are poorly characterized. In the present study, we found for the first time a novel role of LAP2β in regulation of motility of cancer cells and overexpression of LAP2 in diverse digestive tract cancers.

**Figure 1:**
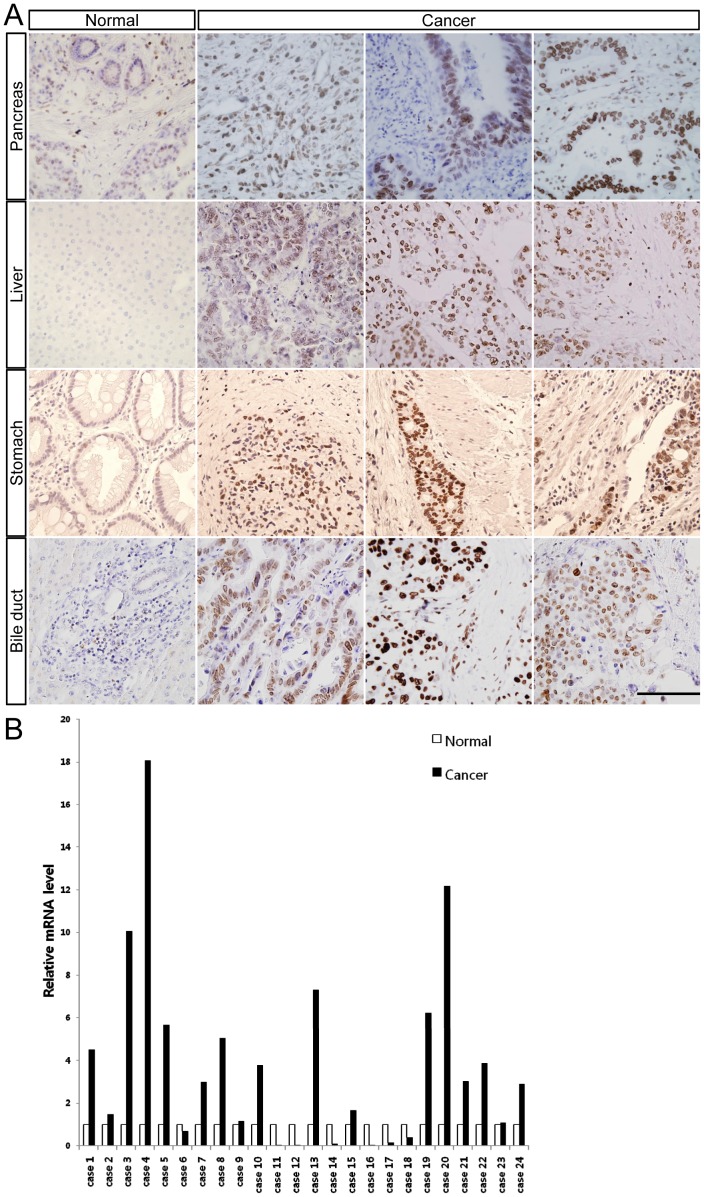
LAP2 is overexpressed in diverse digestive tract cancers. (A) Immunohistochemical staining showed overexpression of LAP2 in diverse digestive tract cancers including pancreas, liver, stomach and bile duct cancers. Note overexpression of LAP2 in metastatic cancer cells. Scale bar, 200 µm. (B) Overexpression of LAP2β in gastric cancer tissues was examined by real-time PCR using specific primers for the β-isoform. GAPDH was used to normalize all data.

**Figure 2:**
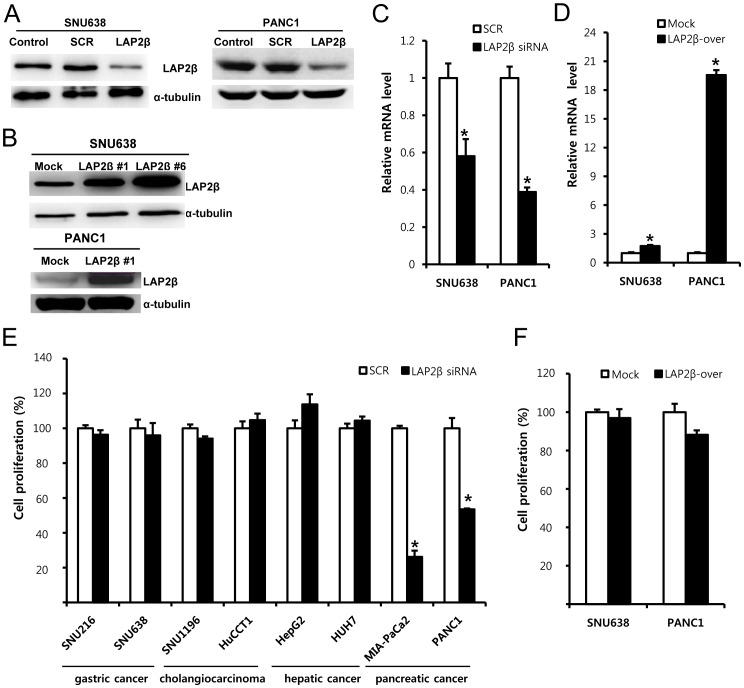
Role of LAP2β in the proliferation of cancer cells. Western blotting (A, B) and real-time PCR (C, D) were used to determine the efficiency of knockdown (A, C) or overexpression (B, D) of LAP2β in SNU638 or PANC1 cells. Data are the means±SD of three independent experiments (*P<0.01, Student’s t-test). (E) Effect of LAP2β knockdown on proliferation of cancer cells. WST-1 assay was used to measure proliferation of cancer cells in the presence of 10% FBS. Five days after transfection with by 100 nM LAP2β siRNA or 100 nM scrambled (SCR) siRNA, WST-1 proliferation assay was performed. (F) Effect of LAP2β overexpression on proliferation of cancer cells. WST-1 assay was conducted in SNU638 or PANC1 cells overexpressing LAP2β gene or control vector. Data are the means±SD of three independent experiments in quintuplicate (*P<0.01, Student’s t-test).

## Methods

### Cell Cultures and Transfection

Following digestive tract cancer cells were used; gastric cancer cells (SNU216, SNU638), cholangiocarcinoma cells (SNU1079, HuCCT1), pancreatic cancer cells (PANC1, MIA-PACA2), hepatocarcinoma cells (Huh7, HepG2). HuCCT1, HepG2, SNU216, SNU638, SNU1079 and Huh7 cells were cultured in RPMI1640 supplemented with 10% fetal bovine serum (FBS) and 100 µg/ml of penicillin/streptomycin. PANC1 and MIA-PACA2 cells were cultured in Dulbecco's Modified Eagle's Medium (DME)/high glucose supplemented with 10% FBS and 100 µg/ml of penicillin/streptomycin. Most cells were cultured at 37°C, 5% CO2 incubator. Cells were transfected with siRNA using DhamaFECT Reagent 3 (Dhamacon, Lafayette, CO, USA) according to the manufacturer’s instructions. The sequences of siRNA are as follows: LAP2β siRNA (Bioneer, Daejeon, Korea), 5′- ACA AGA GGG UCA AGA AGA A(dTdT) −3′ and 5′- UUC UUC UUG ACC CUC UUG U(dTdT) −3′; scrambled (SCR) siRNA (Dhamacon, Lafayette, CO, USA), 5′- GAU CCG CAA AAG AGC GAA A(dTdT) −3′ and 5′- UUU CGC UCU UUU CGC GAU C(dTdT) −3′.

### Overexpression of LAP2β

The DNA expression construct pCMV-SPORT6-LAP2β (Thermo scientific open biosystem, Huntsville, AL, USA) was used to drive overexpression and G418 (Sigma-Aldrich, St. Louis, MO, USA) was used for selection. Cells were co-transfected with pCMV-SPORT6-LAP2β/pIRES-Neo at a 5∶2 ratio using FuGENE HD (Roche, Nutley, NJ), in accordance with the manufacturer's instructions. MOCK cells were established simultaneously using empty control vector.

### Western Blotting

After gel electrophoresis and transfer to a PVDF membrane, the membrane was blocked for one hr. After adding primary antibodies (mouse anti-human LAP2β (BD Biosciences, San Jose, CA, USA, 1∶1000) and mouse anti-α-tubulin (BioGenex, 1∶10000)) in blocking solution the membrane was incubated in the primary antibody at 4°C overnight on a shaker. The appropriate secondary antibody was applied (1∶2000, horseradish peroxidase-conjugated anti-mouse) and incubated at room temperature for 2 h on a shaker. Lastly, the proteins were detected using LAS3000.

**Figure 3:**
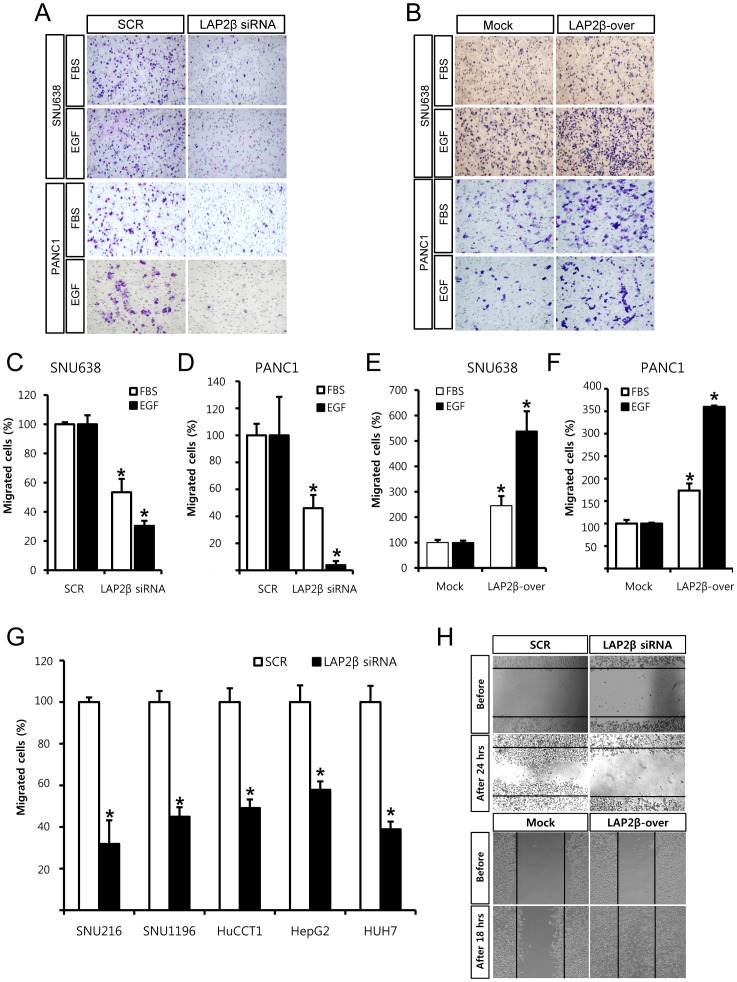
LAP2β regulates migration of diverse digestive tract cancers cells. Boyden chamber assay (A-G) and wound healing assay (H, SNU638 cells) were used to measure migration of cancer cells. LAP2β siRNA significantly inhibited FBS- or EGF-induced migration compared to SCR siRNA in SNU638 (A, C), PANC1 (A, D) or other digestive tract cancer cells (G). Overexpression of LAP2β in SNU638 (B, E) or PANC1 (B, F) cells significantly increased migration compared to the control vector (B, E, F). EGF (100 ng/ml) or 10% FBS was used to induce chemotaxis. Mitomycin C (0.01 µg/ml) was added to remove effects of proliferation. Two days after transfection with 100 nM LAP2β siRNA or 100 nM scrambled (SCR) siRNA, both migration assays were performed. Four or six hours later after addition of EGF or FBS into Boyden chamber assay, cells were fixed. After a scratch in wound healing assay, migrated cells were fixed at the indicated times. Representative staining of migrated cells was presented (A, B). Migrated cells were counted and the data are presented as graphs (C-G). Data are the means±SD of three independent experiments in triplicate (C-G, *P<0.01, Student’s t-test).

**Figure 4:**
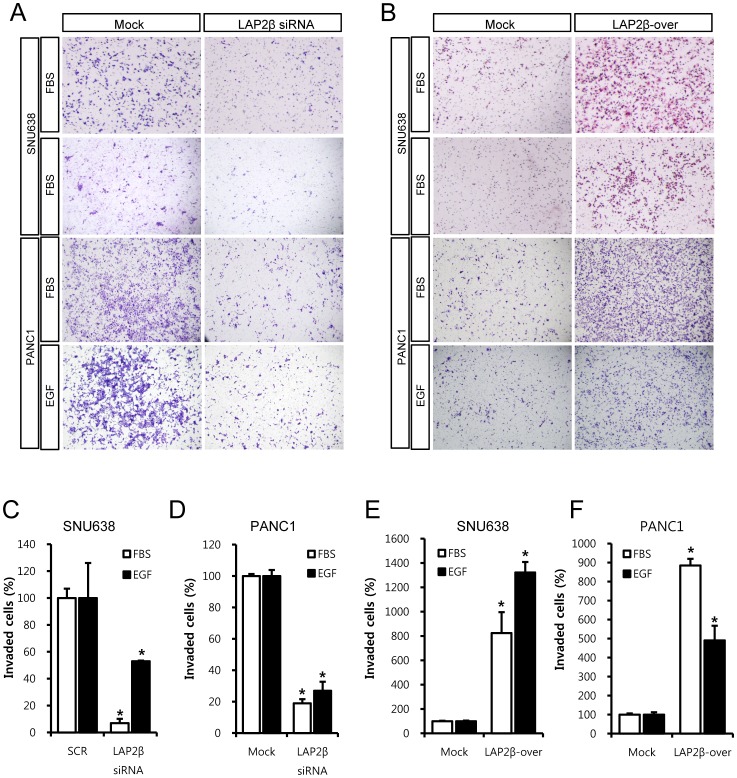
LAP2β regulates invasion of gastric and pancreatic cancer cells. Matrigel invasion assay was used to measure invasion of cancer cells. Knockdown of LAP2β significantly inhibited FBS- and EGF-induced invasion compared to SCR siRNA in SNU638 (A, C) or PANC1 (A, D) cells. Overexpression of LAP2β in SNU638 (B, E) or PANC1 (B, F) cells significantly increased invasion compared to the control vector. EGF (100 ng/ml) or 10% FBS was used to induce invasion. Mitomycin C (0.01 µg/ml) was added to remove effects of proliferation. Two days after transfection with 100 nM LAP2β siRNA or 100 nM scrambled (SCR) siRNA, the invasion assays were performed. Representative staining of invaded cells was presented (A, B). Invaded cells were counted and the data are presented as graphs (C-F). Data are the means±SD of three independent experiments in triplicate (C-F, *P<0.01, Student’s t-test).

### Real-time PCR

Gastric cancer tissues were obtained with written informed consent from patients who underwent surgical resection at Pusan National University Hospital and Pusan National University Yangsan Hospital, and the study was approved by the institutional review board of the hospitals (Permit Number 2009-13). Total RNA from tissues or cells were extracted using Trizol reagent (Invitrogen, Calsbad, CA, USA) or RNeasy Mini kit (Qiagen, Valencia, CA, USA) in accordance with the manufacturer’s protocol. cDNA was synthesized with MMLV reverse transcriptase (Promega, Madison, WI, USA), dNTP and oligo-dT primers. The primer sequences were as follows: LAP2β, 5′- AGG GCA GAG CAA AGA CTC CAG TAA CAA −3′ and 5′- TTA TTC CAG CTT GAG AAT AGC TCT GAT TGT GC −3′; MARCKS, 5′- GTG CCC AGT TCT CCA AGA CCG CA −3′ and 5′- GGC CAT TCT CCT GTC CGT TCG CT −3′, IL6; 5′- TAG CCG CCC CAC ACA GAC AGC C −3′ and 5′- TTC TGC CAG TGC CTC TTT GCT GCT −3′; STAT3, 5′- AAC ATG GCT GGC AAG GGC TTC TCC T −3′ and 5′- AGT GCT CAA GAT GGC CCG CTC CC −3′; GAPDH, 5′- GCA GCC TCC CGC TTC GCT CT −3′ and 5′- TGG TGA CCA GGC GCC CAA TAC G - 3′. Real-time RT-PCR was carried out using Power SYBR Green PCR Master Mix (Applied Biosystems, Foster city, CA, USA) in an ABI Prism 7500 sequence detector (Applied Biosystems, Foster city, CA, USA) in accordance with the manufacturer’s protocol. GAPDH was used to standardize cDNA input levels.

### Immunohistochemistry

After deparaffination and rehydration, the slides were subjected to 0.3% hydrogen peroxide for 30 min to quench endogenous peroxidase activity. Blocking was done with 10% normal donkey serum (NDS) and 1% BSA in 1XPBS. Then the slides were incubated overnight at 4°C in blocking buffer containing following primary antibody; anti-human LAP2 (1∶200, BD Biosciences, San Jose, CA, USA), anti-STAT3 (1∶100, Cell Signaling, Beverly, MA,USA), anti-IL6 (1∶100, ABCAM, Cambridge, UK) or anti-MARCKS (1∶50, Santa Cruz Biotechnology, Santa Cruz, CA, USA) antibody. Secondary antibody (horseradish peroxidase-conjugated) binding was done at a 1∶200 dilution in blocking buffer for 2 h at RT. Detection was performed with HRP (Vector Laboratories) by using the DAB substrate kit (Vector Laboratories). Counterstaining was done for 1 min with hematoxylin staining buffer (Sigma–Aldrich, St. Louis, MO).

### Cell Proliferation Assay

Two, three or five days following transfection with siRNA, we added 10 µl of pre-mixed water-soluble tetrazolium salt-1 (WST-1, Roche, Indianapolis, IN, USA) cell proliferation reagent into each well. These cells were incubated for two hr in the incubator. Cell viability was measured by absorbance at 450 nm using an ELISA reader (TECAN, Mannedorf, Switzerland).

### Boyden Chamber Assay

Migration of cancer cells was measured in a Boyden chamber. Approximately 5×10^4^ cells in 0.05 ml of serum-free RPMI1640 medium were seeded to the well membrane–coated with Type I collagen. To remove effects of proliferation, mitomycin C (0.01 µg/ml, Sigma, USA) was added. Cells were allowed to migrate for four or six hrs. Membranes were fixed and stained using Diff-quik solution (Sysmex, Kobe, Japan) for one min and washed with distilled water. Cell number in 10 randomly chosen fields was determined using a light microscope. Experiments were performed in triplicate and repeated thrice.

### Wound Healing Assay

The cell monolayer was scratched with a yellow pipet tip and migration of cells to the wounded area was observed under an inverted microscope. To remove effects of proliferation, mitomycin C (0.01 µg/ml, Sigma, USA) was added. Images were taken at the indicated times. Measurements were taken from five individual microscopic fields in each experiment, and the representative data from three experiments are presented.

### Matrigel Invasion Assay

The ability of cancer cells to invade was determined using 24-well BioCoatTM MatrigelTM chamber inserts (BD Biosciences, San Jose, CA, USA). The inner insert of the invasion chambers were coated with 0.5 mg/ml growth factor-reduced Matrigel (BD Biosciences, San Jose, CA, USA) and the outer insert by 0.5 mg/ml of fibronectin (Sigma-Aldrich, St. Louis, MO, USA). Cells were seeded into inserts at a density of 5×10^4^ per insert in serum-free medium and then transferred to wells filled with the culture medium containing 10% FBS or 100 ng/ml EGF as a chemoattractant. To remove effects of proliferation, mitomycin C (0.01 µg/ml, Sigma, USA) was added. After 24 (10% FBS) or 52 hrs (100 ng/ml EGF) of incubation, non-invading cells on the top of the membrane were removed by scraping. Invaded cells on the bottom of the membrane were fixed, followed by staining with Diff-quik solution. Experiments were performed in triplicate, and at least 10 fields were counted in each experiment.

### Liver Metastasis Xenograft Model

The ability of the transfectants to metastasize to the liver was evaluated by slowly injecting cells (5×10^6^/0.05 ml) into the spleen of nude mice via a 27-gauge needle (NK4 group, mock group; n = 5/group). For pathological studies, all mice were killed at 5 weeks and livers were isolated, fixed in 10% neutral - buffered formalin, and embedded in paraffin. Sections were stained with hematoxylin and eosin. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The Pusan National University Institutional Animal Care and Use Committee (PNUIACUC) approved the experimental procedures (Permit Number: PNU-2010-00083).

### cDNA Microarray

Total RNA was extracted from SNU638-LAP2 and SNU638 mock cells using RNeasy Mini kit (Qiagen, Valencia, CA, USA) in accordance with the manufacturer’s protocol. Quantified RNA was then used for microarray analysis on Human HT-12_v4_Bead chips (Illumina Inc., San Diego, CA, USA). Total RNA samples were labeled using the Illumina TotalPrep RNA Amplification Kit (Ambion, Applied Biosystem, CA, USA) for cDNA synthesis and in vitro transcription. Single-stranded RNA (cRNA) was generated and labeled by incorporating biotin-NTP (Ambion). A total of 0.5 µg of biotin-labeled cRNA were hybridized at 58°C for 16 h to Illumina’s Human HT-12_v4_BeadChip (Illumina). The hybridized biotinylated cRNA was detected with streptavidin-Cy3 and quantified using a BeadArray Reader Scanner (Illumina) according to the manufacturer’s instructions. Array data were processed and analyzed by Illumina BeadStudio version 3.0 software (Illumina). Scanned data were normalized by the quantile-quantile normalization method and log-transformed (by base two). All data are MIAME compliant and the raw data were submitted to the public repository (NCBI’s GEO Accession Number: GSE31450).

**Figure 5:**
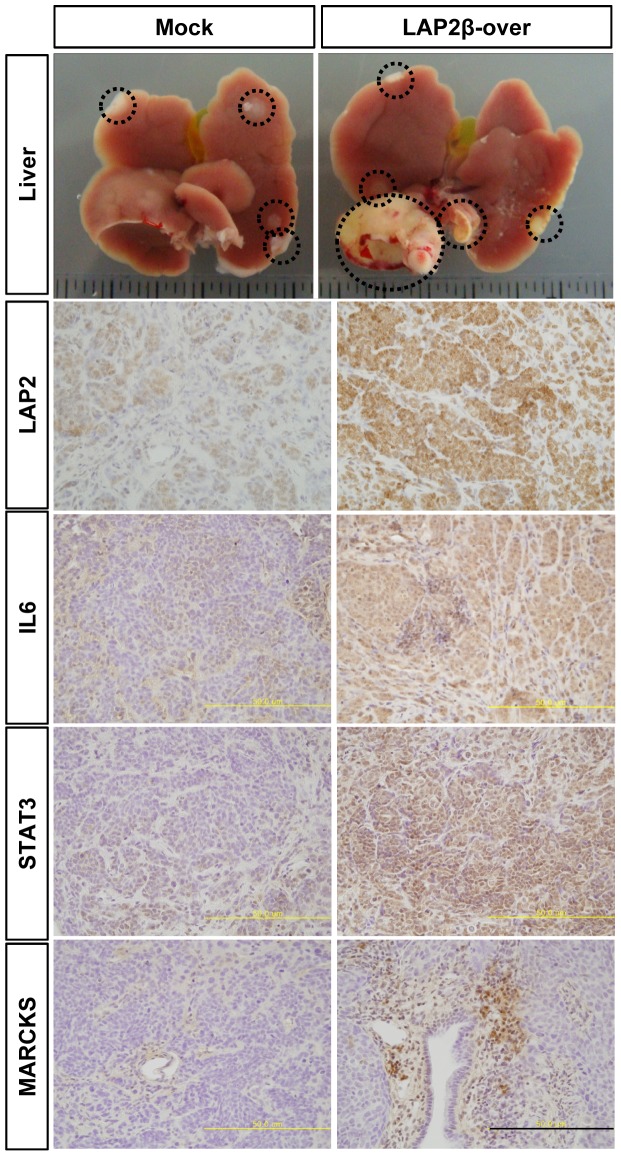
LAP2β enhances metastatic efficiency in a xenograft model. Gastric cancer cells overexpressing LAP2β gene or control vector were injected into spleen and metastasis to liver was examined 5 weeks later. Metastatic tumor regions were indicated by dotted circles. Representative immunostainings with anti-LAP2, anti-IL6, anti-STAT3, and anti-MARCKS antibodies, and H&E stainings in a liver metastasis are presented. Asterisk indicates tumor lesions. Scale bar, 50 µm.

### Data Analysis

All data are presented as means±SD. The difference between the mean values of two groups was evaluated using the Student’s t-test (unpaired). For comparison of more than 3 groups, a one-way analysis of variance (ANOVA), followed by Tukey’s multiple comparisons were used. *Indicates a P value of <0.05, which was considered statistically significant.

## Results

### LAP2 is Widely Overexpressed in Diverse Digestive Tract Cancers

To examine expression patterns of LAP2 in digestive track cancers including stomach, pancreas, liver, and bile duct cancer, we carried out immunohistochemistry using patient tissues (n = 15 per each cancer type). LAP2 protein was widely overexpressed in the cancerous area of tissues compared to non-cancerous areas (Fig. 1A, 47% in stomach cancer, 27% in pancreas cancer, 30% in liver cancer, 40% in bile duct cancer). Notably, expression of LAP2 was observed in metastatic cancer cells of patients’ tissues. Because LAP2 has numerous isoforms, we focused on LAP2β. To confirm the results of immunohistochemistsry, we performed real-time PCR using LAP2β-specific primers in gastric cancer tissues. Although all tested tissues did not overexpress LAP2β, it was overexpressed in 13 cases (total 24 cases, Fig. 1B).

**Table 1:** LAP2β-induced change in gene expression.

UP			DOWN		
Probe ID	Target ID	FC	Probe ID	Target ID	FC
4830541	HBE1	13.43	1780482	CACHD1	0.78
430446	KRT81	10.02	4810128	PHLDA2	0.67
2630240	SPINK6	9.22	870338	EGR1	0.65
6590132	IGFBP3	5.71	2570300	IFI44	0.51
2600133	ALPP	4.11	4640086	FOXQ1	0.50
1980132	SPINK6	4.04	4900561	PSG1	0.49
5570768	HOXA11AS	3.15	2060040	ADORA2B	0.48
7210192	ADA	2.90	1580435	TGM2	0.46
610437	CD24	2.49	2970154	KLK6	0.45
2940746	NNMT	2.24	6940475	AKAP12	0.44
730739	TCEAL3	2.05	2370450	ASPH	0.44
3140619	OR51B5	2.03	5860039	CALB2	0.44
6060484	MARCKS	1.94	670041	AKAP12	0.44
510097	HOXA10	1.85	1580246	LOC399959	0.40
4150014	CEACAM1	1.81	2060477	AGPAT9	0.34
4040576	IL6	1.69	6330270	GPC4	0.30
5090619	STAT3	1.50	3190112	SERPINB1	0.26

FC, fold change.

### Roles of LAP2β in Proliferation, Migration, and Invasion of Cancer Cells

To examine roles of LAP2β in carcinogenesis, we knocked-down or overexpressed LAP2β using siRNA or cDNA, respectively. We checked the efficiency of the modulation of LAP2β gene by western blotting or real-time PCR (Fig. 2A-D). LAP2β siRNA (100 nM) decreased the mRNA level of LAP2β in SNU638 or PANC1 cells compared to SCR siRNA by 42% or 61%. Overexpression of LAP2β by cDNA transfection increased the mRNA level of LAP2β in SNU638 or PANC1 cells (clone#6) compared to the control vector by 1.7 or 19.6 fold respectively.

Next, we examined the role of LAP2β in proliferation of cancer cells. Five days after transfection with SCR or LAP2β siRNA, WST-1 proliferation assay was carried out. Knockdown of LAP2β did not affect proliferation of most tested cancer cells except pancreatic cancer cells (Fig. 2E). LAP2β siRNA inhibited proliferation of MIA-PaCa2 and PANC1 pancreatic cancer cells compared to SCR siRNA by 74% and 46% respectively (Fig. 2E). We observed similar results when we performed WST-1 proliferation assay two or three days after the transfection. Overexpression of LAP2β in SNU638 or PANC1 cells slightly affected proliferation (Fig. 2F).

To determine the role of LAP2β in migration of cancer cells, we conducted studies using a Boyden chamber assay. In all tested cancer cells, knockdown of LAP2β inhibited migration of cancer cells (Fig. 3). For example, LAP2β siRNA inhibited FBS- or EGF-induced migration of SNU638 cells compared to SCR siRNA by 47% and 70% respectively (Fig. 3A, & 3C). In constrast, overexpression of LAP2β increased FBS- and EGF-induced migration of SNU638 cells compared to mock cells by 145% and 387% respectively (Fig. 3B & 3E). Similar results were obtained in LAP2β- overexpressing PANC1 cells (Fig. 3B & 3F). This effect on migration of cancer cells was further confirmed by a wound healing assay in SNU638 cells (Fig. 3H). These results led us to examine the role of LAP2β in the invasion of cancer cells. In a Matrigel invasion assay, LAP2β siRNA inhibited FBS- and EGF-induced invasion of SNU638 cells compared to SCR siRNA by 93% and 47% respectively (Fig. 4A & 4C). Similar results were obtained in PANC1 (Fig. 4A & 4D) or SNU216 (data not shown) cells. In contrast, overexpression of LAP2β increased FBS- and EGF-induced invasion of SNU638 cells compared to control vector by 725% and 1,223% respectively (Fig. 4B & 4E). Similar results were obtained in PANC1 (Fig. 4B & 4F) cells.

### LAP2β Enhances Metastatic Efficacy of Gastric Cancer Cells in a Liver Metastasis Xenograft Model

Regulation of the motility of cancer cells by LAP2β suggested the possibility that LAP2β regulates metastasis of cancer cells in vivo. To examine this possibility, we injected gastric cancer cells into spleen of nude mice and then observed metastasis in the liver. Interestingly, overexpression of LAP2β increased the efficiency and the size of liver metastasis (Fig. 5) and mortality of tested mice. 67% of mice injected with gastric cancer cells overexpressing LAP2β died 8 weeks later after the injection, while all control mice injected with gastric cancer cells expressing control vector survived. In the histological examination of xenograft tissues, we confirmed overexpression of LAP2β in the xenograft derived from mice injected with LAP2β-overexpressing cells (Fig. 5).

### LAP2β-induced Changes in mRNA Expression

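SNU638 is a human gastric cancer cell line. RNA of 3 samples of mock cells, which carry the empty vector, and of 3 samples of the stable line overexpressing LAP2β was hybridized to Illumina Human HT-12 bead chips, 1 array per sample. The authors scanned the arrays, processed them with BeadStudio and applied quantile normalization. The deposited signals before normalization were linear intensities of 29377 probes, with medians of 192.2 to 199.9 on the mock arrays and 189.5 to 195.8 on the LAP2β arrays. Here these signals were quantile normalized between the 6 arrays and log2 transformed. Between 44.1% and 46.6% of the probes lay above background on an array, by a detection p-value under 0.01. The 13323 probes that did so on at least 3 of the 6 arrays, whichever the group, were tested with limma, and adjusted p-values are by the Benjamini-Hochberg method. A gene was read from its brightest kept probe, which gave 9905 genes. Where a probe was above background on no array of one group, the fold is given as a lower bound, the mean of the brighter group against the lowest signal above background on the arrays of the dimmer one, or the probe's own signal where that was higher. No detection p-value was matched to mock replicate 3, so its detection was set from the rank of its signals and the detection curves of the other 5 arrays. Neither the paper nor the sample labels say whether the 3 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The small number of arrays limits the precision of each value.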

To reveal the underlying mechanism of LAP2β-regulated motility, we performed a cDNA microarray (NCBI’s GEO Accession Number: GSE31450). Although the mRNA level of LAP2β was overexpressed in the stable cell line about 1.7 fold, those of many genes were changed by the overexpression (Fig. 2 & Table 1). 

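Compared to mock cells, 146 probes rose and 74 fell in the LAP2β line at an adjusted p under 0.05 from limma, which are 116 and 61 genes. HBE1, the embryonic epsilon-globin gene, rose at least 6.49-fold and SPINK6, an inhibitor of kallikrein proteases, at least 4.62-fold, and neither was above background on any mock array. IGFBP3, which binds insulin-like growth factors, rose 4.94-fold (log2 fold change 2.31, standard error 0.17, adjusted p = 5.27e-05 from limma). ALPP, the placental alkaline phosphatase, rose 4.21-fold, ADIRF 3.29-fold and ADA, the adenosine deaminase, 2.98-fold. Among the genes that fell, the log2 fold change was -1.77 for SERPINB1, an inhibitor of neutrophil proteases, -1.62 for GPC4, a cell surface heparan sulfate proteoglycan, and -1.30 for TGM2, a transglutaminase, and GPAT3, an enzyme of glycerolipid synthesis, was 2.83-fold lower. The other 2 kept probes of TGM2 had log2 fold changes of -0.53 (adjusted p = 0.138) and -0.22 (adjusted p = 0.497). With the replicate numbers as pairs in the fit, their adjusted p was 0.0145 and 0.160. After background correction by neqc, IGFBP3 was 10.0-fold higher, GPAT3 4.61-fold lower and the log2 fold change of GPC4 was -2.54. The fall of SERPINB1 did not pass the test after neqc, with the trend and robust options of eBayes, without mock replicate 2 (adjusted p = 0.0712) or LAP2β replicate 2 (0.0573), and its adjusted p over all settings tried ran from 5.69e-06 to 0.306.

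Of the genes printed in Table 1, 29 were measured here, and all 29 ran in the printed direction. Of the 14 printed as higher, 14 rose, and of the 15 printed as lower, 12 fell. This list was chosen on these samples, so its direction is not independent evidence. EGR1 (log2 fold change -0.48, adjusted p = 0.558), PSG1 (-0.79, adjusted p = 0.392) and CACHD1 (-0.47, adjusted p = 0.247) did not pass the test. With the replicate numbers as pairs in the fit, PSG1 passed it (adjusted p = 1.06e-04, and 1.06e-04 to 0.686 over all settings tried).

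TMPO, the gene of LAP2, had a probe above background on all 6 arrays, which is annotated to another transcript than the β one. Its log2 signal was 9.79 ± 0.21 (SD, n = 3) in mock cells and 9.76 ± 0.12 (SD, n = 3) in the LAP2β line. The log2 fold change was -0.032 (standard error 0.12, adjusted p = 0.943 from limma). The probe annotated to the β transcript was above background on none of the arrays, so it gives no fold.

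The number of probes past the threshold was 821, 452 higher and 369 lower, with the replicate numbers as pairs in the fit, 99 without mock replicate 2, 126 without LAP2β replicate 2 and 145 after neqc. Without normalization between arrays it was 521, of which 20.9% were higher, and with median scaling 537, of which 21.2% were higher, against 66.4% after quantile normalization. The methods' t-test on the same values called 1616 probes at the methods' significance level, 766 higher and 850 lower, and 1 after Benjamini-Hochberg adjustment. Setting the changes on the array beside the rise of LAP2β mRNA in the stable line (Fig. 2), the paper states that the overexpression changed many genes, and it turns to these genes for the mechanism of LAP2β-regulated motility.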

Among the significantly changed genes by LAP2β, we focused on myristoylated alanine-rich C kinase substrate (MARCKS), signal transducer and activator of transcription3 (STAT3) and interleukin6 (IL6) because these genes have been reported to regulate motility of cells. 

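MARCKS, a substrate of protein kinase C that binds actin, rose 1.95-fold in the LAP2β line. Its log2 signal was 9.01 ± 0.09 (SD, n = 3) in mock cells and 9.98 ± 0.13 (SD, n = 3) in the LAP2β line, a log2 fold change of 0.96 (standard error 0.10, adjusted p = 4.73e-04 from limma). IL6 rose 1.73-fold, from 7.69 ± 0.04 to 8.48 ± 0.20 on the log2 scale (SD, n = 3 each, adjusted p = 0.00328 from limma), and was above background on 1 of the 3 mock arrays and on all 3 LAP2β arrays. STAT3 rose 1.47-fold, from 12.07 ± 0.11 to 12.62 ± 0.09 (SD, n = 3 each, adjusted p = 0.0120 from limma), and 2 of its 3 kept probes passed the test. The remaining STAT3 probe (adjusted p = 0.0987) passed it with the replicate numbers as pairs (adjusted p = 0.0135 from limma). For each of these genes, all LAP2β arrays lay above all mock arrays. In an exact permutation test of 3 arrays against 3, two-sided, this gives p = 0.1, the smallest that 6 exchangeable arrays allow. With labels exchanged only within same-numbered pairs the exact permutation test gives p = 0.25 for each gene, the smallest that 3 pairs allow.

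**Figure D1:**
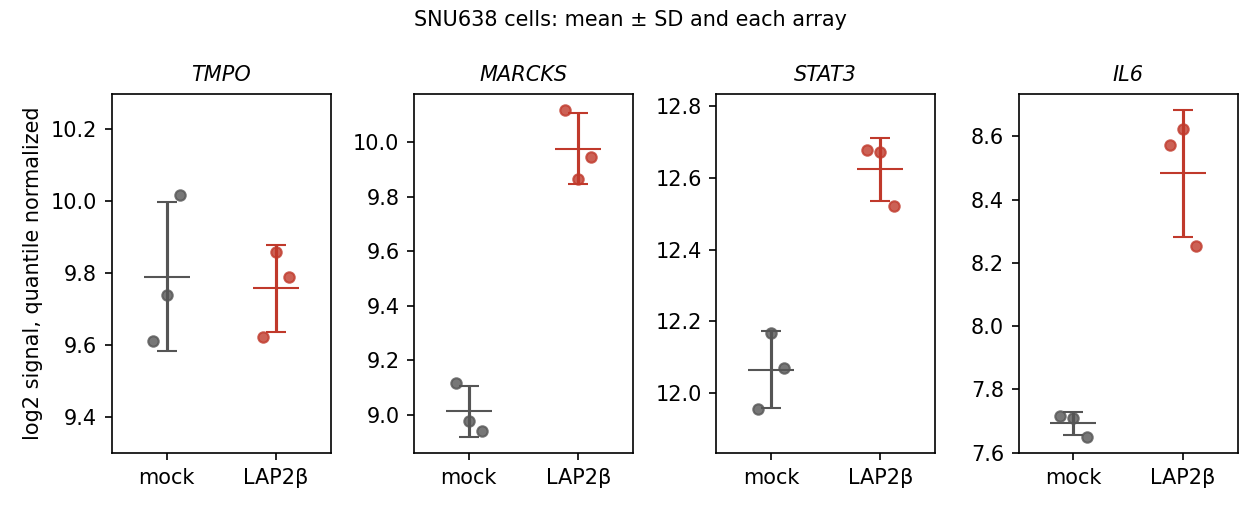
Log2 signals after quantile normalization of TMPO, MARCKS, STAT3 and IL6 on 3 mock and 3 LAP2β arrays, each panel with its own axis. Points are arrays, horizontal lines are means and bars are SDs. The MARCKS, STAT3 and IL6 values of the groups do not overlap, and those of TMPO do.

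Of 18 measured genes of IL-6 and STAT3 signalling, IL6 and STAT3 rose, none fell and 16 did not pass the test. The count was 2 higher and 2 lower when adjusted over the list alone. With the replicate numbers as pairs in the fit, these counts over all probes were 2 and 2 as well. The list as a whole did not pass camera's test against the other genes (adjusted p = 0.947). Of 28 measured genes of the actin cytoskeleton and MARCKS family, MARCKS rose, PFN2, a profilin that binds actin monomers, fell (log2 fold change -0.64, adjusted p = 0.00767 from limma), and 26 did not pass the test. The counts were the same when adjusted over the list alone, 1 higher and 1 lower, and 2 higher and 1 lower with the replicate numbers as pairs, where TPM2, a tropomyosin (log2 fold change 0.46, adjusted p = 0.145), passed the test as well (adjusted p = 0.0199, and 0.0156 to 0.473 over all settings tried). The list's adjusted p from camera was 0.195. IL6, STAT3 and MARCKS were picked by the paper from these samples, so their part in these counts is not independent evidence.

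After neqc, IL6 was 2.93-fold higher. STAT3 did not pass the test after neqc (adjusted p = 0.0595), with median scaling (0.0624), without normalization between arrays (0.0841) or without LAP2β replicate 2 (0.0742), and its adjusted p over all settings tried ran from 0.00179 to 0.155. PFN2 did not pass without LAP2β replicate 2 (adjusted p = 0.0501), and its adjusted p over all settings tried ran from 0.000267 to 0.169.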

Real-time PCR for each gene confirmed significant changes in mRNA levels of each gene (Fig. 6). Overexpression of LAP2β increased the mRNA levels of MARCKS and IL6 compared to control vector by 193% and 79% respectively (Fig. 6). Moreover, increased expressions of MARCKS, IL6 and STAT3 were observed in the xenograft derived from mice injected with LAP2β-overexpressing cells (Fig. 5).

**Figure 6:**
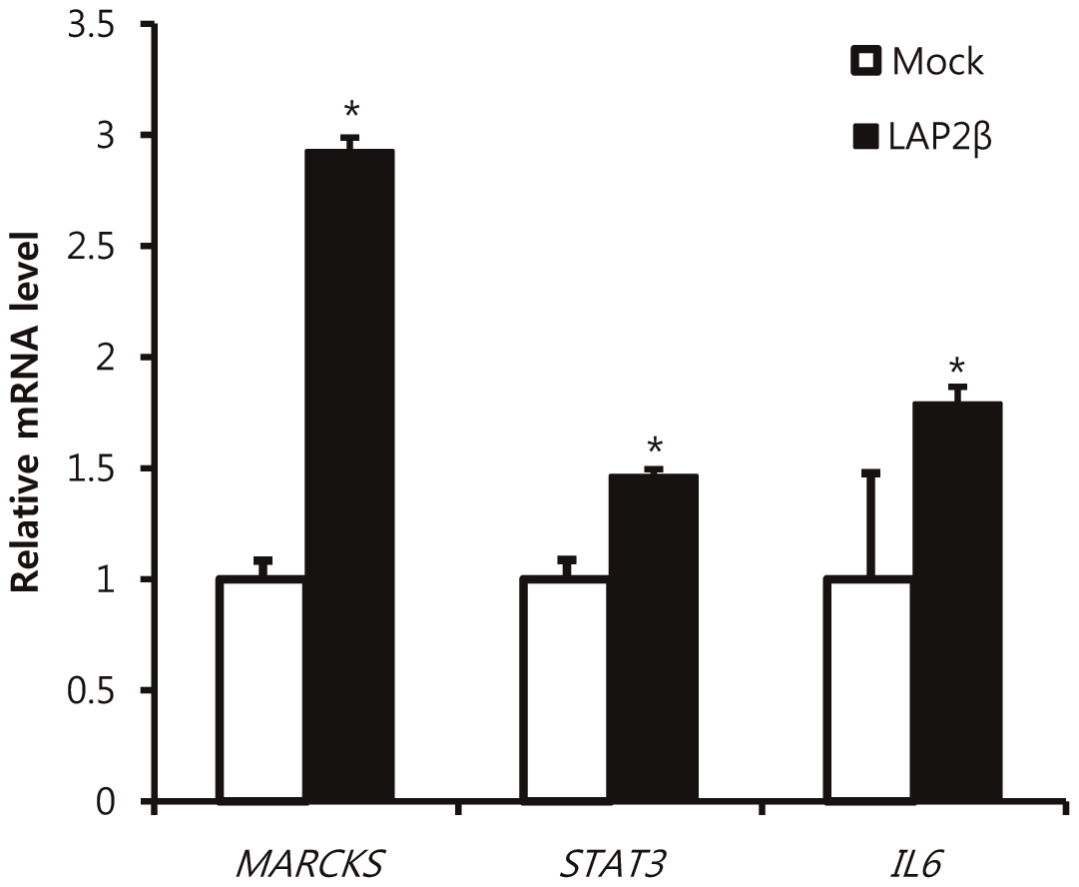
LAP2β-induced gene expression. Gene expression between gastric cancer cells overepxressing LAP2β gene or control vectors were compared by cDNA microarray. Real-time PCR was used to confirm the LAP2β-induced change in gene expression of *MARCKS, STAT3 and IL-6* in SNU638 cells. The data are plotted as fold changes compared with mock cells. Data are the means±SD of three independent experiments in quintuplicate (*P<0.01, Student’s t-test).

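The comparison of the LAP2β line with mock cells also covered lists of genes by pathway or cell type. Of 32 measured interferon-stimulated genes, 3 rose, namely IFIT2 (2.92-fold) and IFIT3 (2.89-fold), which encode interferon-induced antiviral proteins, and PSMB8 (1.42-fold), a subunit of the immunoproteasome. IFI44 fell (log2 fold change -0.93, adjusted p = 0.0127), and 28 did not pass the test. Another kept probe of IFIT3 had a log2 fold change of 0.73 (adjusted p = 0.0827), and the other 3 of PSMB8 had 0.39, 0.26 and -0.025 (adjusted p = 0.195, 0.478 and 0.942). Adjusted over the list alone, 14 rose and 1 fell, and with the replicate numbers as pairs 19 rose and 1 fell. The list was higher as a whole by camera, with a median log2 fold change of 0.47 and 30 of 32 genes above 0 (adjusted p = 5.21e-10 from camera with a preset correlation, and adjusted p = 0.510 with an estimated correlation). It did not pass limma's fry test (adjusted p = 0.312). Its mean was 0.55, and 0.25 without LAP2β replicate 1 (adjusted p = 0.00185, and 1.34e-21 to 0.510 over all settings tried). On single arrays the list's median log2 signal was 10.60, 10.04 and 9.87 for mock replicates 1 to 3. For the LAP2β replicates it was 11.26, 10.62 and 10.41. The groups overlapped, since mock replicate 1 lay above LAP2β replicate 3. Of 16 measured NF-kB targets, CCL5, a chemokine, rose 2.41-fold, PTGS2, the inducible cyclooxygenase, at least 1.57-fold and IL6 as well, and 13 did not pass the test. That list's adjusted p was 0.00885 from camera and adjusted p = 0.453 with an estimated correlation, and 4 members rose when adjusted over the list alone, as with the replicate numbers as pairs. With detection on all 6 arrays the list's adjusted p was 0.101, and over all settings tried it ran from 9.38e-05 to 0.453. The mean log2 fold change of the NF-kB list was 0.24, and 0.13 without normalization between arrays and 0.15 with median scaling. In those 2 settings the median of all kept probes moved as well, to -0.14 and -0.13. Camera, which sets the list against the other genes, gave adjusted p = 9.38e-05 and 2.62e-04 there. IL6 of this list and IFI44 of the interferon list are printed in Table 1, so their part in these counts is not independent evidence.

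Of the beta-globin cluster and its neighbouring olfactory receptors, HBE1, OR51B5 and OR51B4, an olfactory receptor gene (at least 2.12-fold), rose, also when adjusted over the list alone, and HBE1 and OR51B5 are printed in Table 1, which was chosen on these samples. These 3 genes were above background on all LAP2β arrays and on no mock array, so they were kept because they rose, while the other 14 of the 17 genes with a probe were not kept. Neither this count nor the list's test by camera (adjusted p = 2.67e-13, adjusted p = 0.0334 with an estimated correlation, and adjusted p = 0.353 with an estimated correlation and the replicate numbers as pairs) therefore tells of the cluster as a whole. With no filter the same 3 of the 17 genes rose, the list's median log2 fold change was 0.071 and its mean 0.43, against a mean of 2.14 over the 3 kept genes (adjusted p = 1.63e-06 from camera). Over the settings changed singly the list's adjusted p from camera ran from 6.84e-24 to 0.0334. The list lost its call only with the estimated correlation and the pairs together, the 0.353 above. The mean was 3.61 after neqc and 1.34 with a detection p-value under 0.05 on at least 3 arrays. HOXA11-AS, an antisense transcript of the HOXA cluster, rose 3.07-fold, and 5.37-fold after neqc, while HOXA2, the other measured gene of that list, had a log2 fold change of 0.12 (adjusted p = 0.680, 1 higher when adjusted over the list alone). The HOXA list had an adjusted p of 0.00257 from camera, and adjusted p = 0.417 with an estimated correlation. The mean of the 2 genes was 0.87, and 1.35 after neqc. The list's call rests on HOXA11-AS, which is printed in Table 1, so it is not independent evidence. HOXA10, also printed there as higher, was not measured here.

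**Figure D2:**
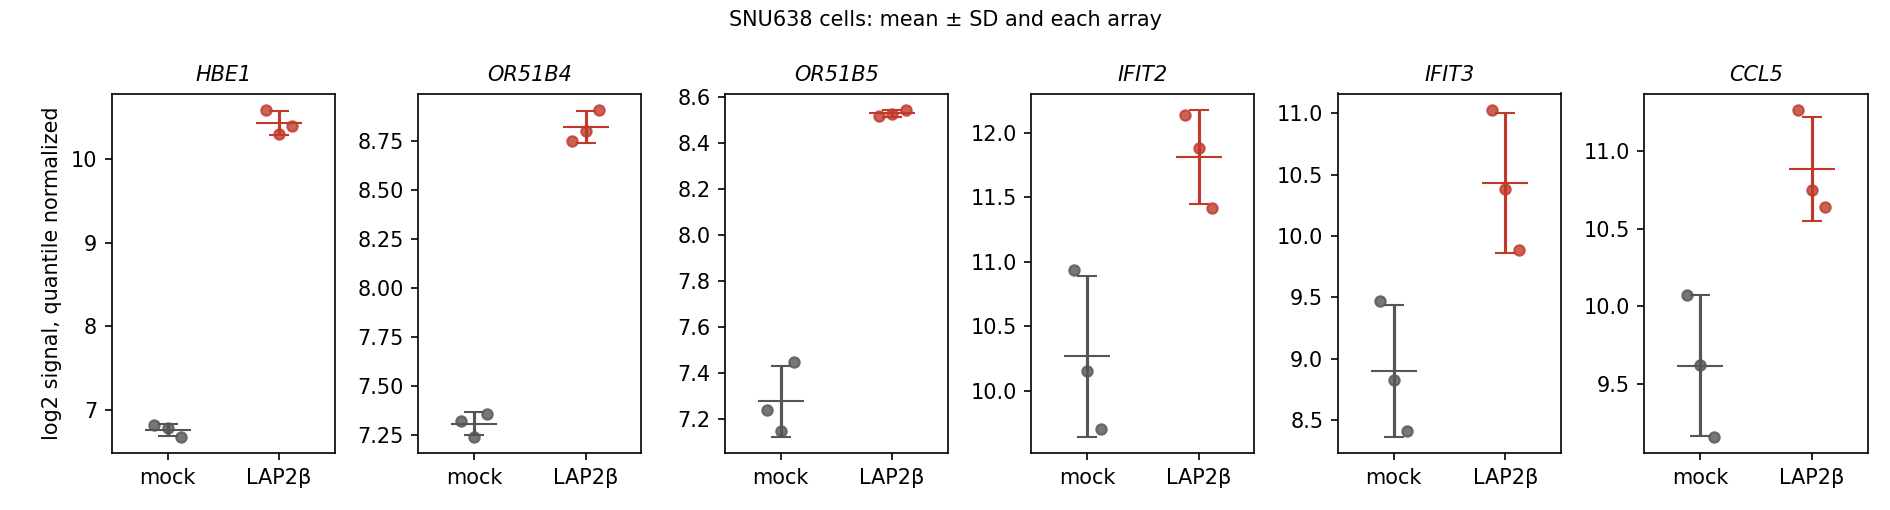
Log2 signals after quantile normalization of HBE1, OR51B4, OR51B5, IFIT2, IFIT3 and CCL5 on 3 mock and 3 LAP2β arrays, each panel with its own axis. Points are arrays, horizontal lines are means and bars are SDs. The LAP2β arrays lie above the mock arrays in each panel.

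Of 26 immediate early and ERK feedback genes, ETV4 (log2 fold change -0.59) and ETV5 (-0.59), transcription factors induced by ERK signalling, fell, ATF3, a stress-induced factor, rose 1.45-fold, and 23 did not pass the test. The other kept probe of ETV5 had a log2 fold change of -0.34 (adjusted p = 0.159). The counts were 2 higher and 6 lower when adjusted over the list alone, and 1 higher and 9 lower with the replicate numbers as pairs. The median log2 fold change was -0.23 (adjusted p = 0.00129 from camera, and adjusted p = 0.510 with an estimated correlation). The mean was -0.20, and -0.35 without normalization between arrays, -0.34 with median scaling and -0.13 without LAP2β replicate 3. Of 10 measured genes of the EGF receptor family and its ligands, 0 passed the limma test and 3 had an unadjusted p under 0.05. Adjusted over the list alone 2 fell, as with the replicate numbers as pairs. This list was lower as a whole by camera, with a median log2 fold change of -0.22 (adjusted p = 0.00654 from camera, and adjusted p = 0.444 with an estimated correlation), but did not pass limma's fry test (adjusted p = 0.160). Its mean was -0.22, and -0.38 without normalization between arrays and -0.36 with median scaling. For both lists, the kept probes as a whole also lay lower in those 2 settings, with medians of -0.14 and -0.13.

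Without mock replicate 2 the test was not passed by IFIT2 (adjusted p = 0.0908), IFIT3 (0.135), PSMB8 (0.198), IFI44 (0.0991), CCL5 (0.0755), ETV5 (0.136) and ATF3 (0.0768), and without LAP2β replicate 2 by IFIT2 (0.0739), IFIT3 (0.0891), PSMB8 (0.148), IFI44 (0.0742), ETV5 (0.0573) and ATF3 (0.0573). It was not passed either by IFIT3 (0.0637) and PSMB8 (0.0811) without mock replicate 3, by PSMB8 (0.111) and ETV5 (0.0556) without LAP2β replicate 1, and by ETV5 (0.112) without LAP2β replicate 3. Over all settings tried, the adjusted p ran from 2.57e-06 to 0.322 for IFIT2, 2.05e-07 to 0.341 for IFIT3, 0.00412 to 0.229 for PSMB8, 0.000422 to 0.293 for IFI44, 3.61e-06 to 0.308 for CCL5, 0.00106 to 0.251 for ETV5 and 0.00197 to 0.134 for ATF3. After neqc, IFIT2, IFIT3, PSMB8, IFI44, CCL5 and ETV5 did not pass either, nor did IFIT2, IFIT3 and CCL5 with the trend and robust options of eBayes, PSMB8 (log2 fold change 0.33) and ATF3 without normalization between arrays, and PSMB8 with median scaling.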

## Discussion

LAP2, one of LEM domain proteins, has been mainly described to play a structural role in the nuclear membrane and to be involved in several genetic disorders. However, here we present for the first time its expression and roles in diverse digestive tract cancers. In particular, we found that LAP2β can control motility of cancer cells as well as contribute to metastasis of cancer cells.

Metastasis of cancer cells greatly affects the prognosis of cancer patients. Several results in the present study support that LAP2β regulates the motility and metastasis of cancer cells. In vitro experiments in the Boyden chamber, wound healing and Matrigel invasion assays, showed that knockdown decreased while overexpression of LAP2β increased the migration and invasion of cancer cells (Fig. 3 & 4). Moreover, in the xenograft model, LAP2β enhanced metastasis of cancer cells (Fig. 5). Although control vector-transfected cells caused metastasis in the xenograft model, the effect was quite inefficient and slow. In contrast, LAP2β-overexpressed cells showed a more aggressive behavior in the xenograft. Furthermore, we found overexpression of LAP2 in metastatic cancer cells of tissues from patients (Fig. 1).

How can LAP2β contribute to motility and metastasis of cancer cells? 

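Among the genes of Table 1 that rose in the LAP2β line, CD24, a surface glycoprotein that binds P-selectin, rose 2.52-fold (log2 fold change 1.33, standard error 0.10, adjusted p = 6.98e-05 from limma). TCEAL3 rose 2.28-fold and CEACAM1, a cell adhesion molecule of the carcinoembryonic antigen family, 1.97-fold. NNMT, which methylates nicotinamide, rose at least 1.58-fold and OR51B5, an olfactory receptor gene, at least 1.73-fold, and neither was above background on any mock array. Among the genes printed as lower, the log2 fold change was -1.18 for KLK6, a kallikrein protease, -1.14 for AKAP12, a scaffold of protein kinase A, and -0.89 for FOXQ1, a forkhead transcription factor. ADORA2B, an adenosine receptor, was 2.01-fold lower. The brightest probe of CALB2, a calcium-binding protein, was at least 1.75-fold lower, and that of MIR100HG, a long noncoding RNA, at least 1.63-fold lower, with no LAP2β array above background for either probe. The other kept probe of CALB2 was above background on all 3 LAP2β arrays, with a log2 fold change of 0.047 (adjusted p = 0.897), and one of AKAP12 had -0.43 (adjusted p = 0.373, and 0.0143 with the replicate numbers as pairs).

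Of 6 measured keratinocyte and squamous genes, SPINK6 and KRT15, a basal keratin (1.93-fold), rose, KLK5, a kallikrein protease, fell (log2 fold change -0.59, adjusted p = 0.0357, and -0.41, adjusted p = 0.121, for its other kept probe), and 3 did not pass the test. Counts adjusted over the list alone were 4 higher and 2 lower, and with the replicate numbers as pairs 3 and 2. The list's adjusted p was 0.0140 from camera and adjusted p = 0.417 with an estimated correlation. It was 0.115 with no filter and 0.370 with detection on all 6 arrays, and ran from 1.12e-04 to 0.417 over all settings tried. The mean log2 fold change of this list was 0.62, and 0.21 and 0.12 under those filters, 0.95 after neqc and 0.38 without LAP2β replicate 2. Of 9 measured placental and trophoblast genes, ALPP rose, PHLDA2, an imprinted gene, fell (log2 fold change -0.64), and 7 did not pass the test. When adjusted over the list alone 2 rose and 1 fell, and with the replicate numbers as pairs 2 rose and 5 fell. The median log2 fold change of the placental list was -0.49 and its mean 0.014, while camera's direction was down (adjusted p = 0.947). SPINK6, ALPP, PSG1 and PHLDA2 are printed in Table 1, so their part in these counts is not independent evidence. KRT81, a member of the keratinocyte list that is printed there as higher, was not measured here.

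Without mock replicate 2 the test was not passed by FOXQ1 (adjusted p = 0.185), KLK5 (0.113), PHLDA2 (0.0755), NNMT (0.0733) and CEACAM1 (0.0502), and without LAP2β replicate 2 by FOXQ1 (0.0891), KLK5 (0.164) and PHLDA2 (0.0812). It was not passed either by FOXQ1 (0.130) and KLK5 (0.132) without LAP2β replicate 3, by KLK5 (0.0550) without mock replicate 1, and by KLK5 (0.0506) without mock replicate 3. Over all settings tried, the adjusted p ran from 0.000164 to 0.334 for FOXQ1, 0.000729 to 0.299 for KLK5, 0.00237 to 0.216 for PHLDA2, 7.62e-05 to 0.292 for NNMT and 1.43e-05 to 0.240 for CEACAM1. After neqc, FOXQ1 and KLK5 (log2 fold change -0.95) did not pass either, nor did FOXQ1 with the trend and robust options of eBayes, while TCEAL3 was 3.49-fold and CEACAM1 3.32-fold higher and PHLDA2 had a log2 fold change of -0.97.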

We found several genes which were induced by LAP2β in the cDNA microarray analysis (Table 1), which was further confirmed by real-time PCR (Fig. 6) and immunohistochemistry in xenograft (Fig. 5). One of them, MARCKS, is responsible for the binding and cross-linking of actin filaments directly to the membrane [24]. Overexpression of MARCKS has been found in various cancers including hepatocellular carcinoma [25], pancreatic cancer [26], glioblastoma [27] and cholangiocarcinoma [28]. Moreover, MARCKS plays a critical role in EGFR-induced invasion of glioblastoma cells [29]. Many other studies have been shown the involvement of MARCKS in cellular motility [30].

Another candidate gene which mediates LAP2β-induced motility is IL-6, which is primarily produced during acute and chronic inflammation. Cancer cells that are exposed to IL-6 or secrete the cytokine as an autocrine factor show increased invasiveness [31], [32], [33]. Moreover, the inactivation of gp130, a transducer of IL-6 signaling, reduced the aggressiveness of breast cancer cells in vivo [34]. Several IL-6 signaling pathway-related genes including STAT3 are also associated with migration and invasion of cancer cells [35], [36], [37]. IL-6 is widely expressed in many solid cancers including prostate [38], breast [39], lung [40] cancer, and glioblastoma [41].

How can LAP2β regulate gene expression? LEM-domain proteins have been shown to be able to regulate gene expression by sequestering transcriptional regulators to the nuclear lamina. MAN1 binds to receptor-regulated R-Smads and antagonizes signaling by transforming growth factor β (TGFβ), activin and bone morphogenic protein (BMP) [42]. MAN1 deficiency leads to embryonic vascular remodeling defects in mice and bone development in humans [16], [43]. Another example is emerin binding to β–catenin, a downstream target of Wnt signaling, which promotes its exit from the nucleus [44]. Emerin deficiency leads to nuclear accumulation of β-catenin. LAP2β has been shown to interact with HDAC3 and regulate activity of E2F, p53 and NF-κB transcription factors [5], [45]. In future studies, how LAP2β can regulate MARCKS or IL-6 expression warrants further investigation.

The involvement of LAP2β in replication was suggested by a study in which truncated LAP2β altered DNA replication efficiency [18]. The regulation of DNA replication by LAP2β has been suggested to be mediated by two possible pathways. LAP2β can reduce the activity of E2F complex alone or with germ cell less (GCL) [46]. The other pathway is through interaction with HA95 during the G1 phase of the cell cycle [12]. This interaction with HA95 contributes to the stability of the prereplication complexes. In the present study, knockdown of LAP2β did not affect proliferation of most digestive tract cancer cells except pancreatic cancer cells (Fig. 2). Moreover, overexpression of LAP2β did not cause significant change in proliferation (Fig. 2), suggesting the regulation of proliferation by LAP2β in digestive tract cancer cells is not so critical.

Widespread overexpression of LAP2 in various digestive tract cancers is described for the first time in the present study (Fig. 1). Expression of LAP2β has been described in various normal tissues including skin, thymus, lung, testis and ovary. However, its expression in normal gastrointestinal tract was rarely detected [47]. Overexpression of LAP2β was reported in various hematological malignant cells and neuroblastoma cells [17], [48]. Moreover, LAP2α is overexpressed in various solid cancers including larynx, lung, stomach, breast and colon cancer [19]. Interestingly, the LAP2 promoter is reported to be regulated by the transcription factor, E2F [19].

In the present study, we found that LAP2 is widely overexpressed in digestive tract cancer cells and plays critical roles in motility of cancer cells. Although the detailed underlying mechanism for regulation of motility needs to be examined in future studies, these data suggest that LAP2β may be a possible target for therapeutics and diagnostics.

How the deposited data were processed for this re-analysis (not part of the article)

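RNA of SNU638 gastric cancer cells was measured on 6 Illumina bead chip arrays, 3 of mock cells and 3 of the stable line overexpressing LAP2β. The paper's text does not say which clone was arrayed. The authors labelled the RNA, hybridized it, scanned the arrays, processed them with BeadStudio and quantile normalized the signals. They deposited a table of intensity values before normalization and a table of normalized intensity values, each with detection p-values from BeadStudio. The intensity values in both deposited tables are linear, although the methods describe a log2 transformation, and the sources do not say whether background was subtracted. The authors' series matrix holds 29285 of the 29377 probes, and its intensity values equal those of their normalized table. Column medians were 196.07 to 196.17 in that table and 196.68 to 196.78 in the series matrix.

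In the deposited tables, 2 detection p-value columns had a name that matched no sample and were not used, which left mock replicate 3 without a detection p-value. Its detection was set from the rank of its signals and the median detection p-value at that rank on the other 5 arrays. This rule was chosen after the files had been seen.

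The intensity values before normalization, as the authors deposited them, were quantile normalized with limma 3.58.1 in R 4.3.3 and log2 transformed. Probes with a detection p-value under 0.01 on at least 3 of the 6 arrays were kept, 13323 in all. Each was fitted with lmFit and eBayes, LAP2β against mock, and p-values were adjusted by the Benjamini-Hochberg method. Probes were named from the platform annotation, with symbols updated by gene ID through a reference gene table of GRCh38.p14, which matched 27819 probes. The table was also used for which genes neighbour each other. Of the 29377 probes, 27988 had 1 gene symbol and 1389 had several or none listed, and 11 of the probes past the threshold were among the latter. Table 1 was matched by gene name, because its printed probe numbers could not be matched to the probe identifiers of the files. Of its 32 gene names, 29 were measured and 3 were not analysed here. KRT81 and HOXA10, both printed as higher, were not among the genes measured. One of the 3, AGPAT9, which is printed as lower, is given by the reference table as an earlier name of both GPAT3 and LPCAT1 and was left out of the Table 1 counts for that reason. GPAT3 is reported among the genes with the largest fall (log2 fold change -1.50), the direction printed for AGPAT9. LPCAT1 ran the other way, with a log2 fold change of 0.34 (adjusted p = 0.179 from limma). If AGPAT9 is GPAT3, as these directions favour, the fall of GPAT3 is not independent evidence.

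The named genes are the 10 with the largest rise and the 10 with the largest fall among those past the threshold whose groups did not overlap, TMPO and the genes of Table 1, and the 4 members of each list with the smallest adjusted p. The values in Table 1 had been seen when this rule was written. The fits, the filters, the 28 gene lists, the named genes and the alternatives were set before the data were examined, apart from those named as chosen later. The lists stand in the same plan as the rule for the named genes, so Table 1 may have shaped them. Several lists hold genes printed there, and tests of those lists are not independent of these samples. Lists with at least 2 measured members, 23 in all, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry.

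Same-numbered mock and LAP2β arrays deviated together from their group means, with correlations of 0.544, 0.228 and 0.368 across the kept probes, and all 6 arrays correlated best with the array of their own number. By the rule set for this, the numbers are taken to pair the samples. With so few arrays such a match can also arise by chance, and neither the paper nor the labels say what a number shares. The fit with the number as a block is given beside a result where it changes the call of a gene or list or moves a count by more than 1.5 times. For further probes of a gene it is given only for STAT3, TGM2 and AKAP12. The alternatives were the authors' normalized table and series matrix, background correction by neqc (offset 16) or normexp (offset 50), median scaling or no normalization between arrays, no filter, detection on all 6 arrays, a detection p-value under 0.05 on at least 3 arrays, eBayes with trend and robust options, the methods' t-test, a fold of at least 1.5 as well, an adjusted p under 0.01, and each array left out in turn. For the lists they were also an estimated correlation and the mean over a gene's kept probes. No slide or scan date is given in the sources used here, so no slide was fitted as a block.

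The fit was tested on simulated data with the means and spreads of the 13323 kept probes and 200 changed probes, in 5 runs of LAP2β against mock. With no pair effect and no block, 62.8% of the probes changed 1.5-fold and 93.4% of those changed 2-fold were recovered, with 5.8 false calls per run. With a pair effect of the same spread added to that noise, these shares were 22% and 72.8% without the block and 32.8% and 84% with it. The noise already held the spread that pairs give the arrays, so these last runs spread more within a group than the arrays did. Their shares therefore do not give the power in these data. The small number of arrays, and signals near background, limit what could be detected.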

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

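The tests of red blood cell precursors and of a shared day were chosen only after the result was seen. The other tests in this part were chosen before it.

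Some genes outside those the paper discusses rose above the level of the mock cells. The probe of OR51B4 rose at least 2.12-fold and that of PTGS2 at least 1.57-fold, with no mock array above background. The log2 fold change was 1.72 for ADIRF, 1.54 for IFIT2, 1.53 for IFIT3, 1.27 for CCL5, 0.95 for KRT15, 0.61 for ADM, 0.60 for GRHL2, 0.54 for ATF3, 0.50 for PSMB8 and 0.48 for GADD45A. Each of these was higher on 3 of 3 LAP2β arrays than on any mock array. After neqc KRT15 had 1.49, and without normalization between arrays PSMB8 had 0.33 and GADD45A 0.31.

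HBE1 and OR51B5, both printed in Table 1, and OR51B4 lie in or beside the beta-globin cluster and rose together. The other probes of the OR51 and OR52 families had a median log2 fold change of 0.021 (95% interval -0.024 to 0.063, 47 probes), and the largest was 0.31. This argues against probes across these families reading the same transcripts. OR51B4 and OR51B5 were left out of the 47, so whether their probes read each other's transcripts was not tested. Of 15 probes of erythroid markers, 0% were above background on all 3 LAP2β arrays, which argues against red blood cell precursors among the cells. The 40 nearest measured genes, 20 on each side, had a median of 0.0096 (interval -0.047 to 0.11) and by limma's test 0 of them rose and 2 fell, PHLDA2 (log2 fold change -0.64) and TH (-0.76), the latter named after its value was seen, which argues against a gain of a wide piece of the chromosome. An effect of LAP2β and a difference between the selected cell lines that does not come from LAP2β, such as a change at the cluster itself, were not tested and both stay open.

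The interferon-stimulated genes were higher as a list by camera (adjusted p = 5.21e-10, and adjusted p = 0.510 with an estimated correlation), with a mean log2 fold change of 0.55, and 0.25 without LAP2β replicate 1, while IFI44, which is printed in Table 1, fell. Each replicate number occurs once in each group. A culture or hybridization day that acts alike on same-numbered arrays therefore cancels from the group difference by design, and the test of it decides nothing further. Within pairs the list's median difference was 0.62, 0.34 and 0.33, with 31, 29 and 27 of 32 genes higher. The lowest limit of their 95% intervals, which take genes as independent, was 0.17. It lay over the most that such a day was taken to leave, though under the bound set for excluding it from these differences alone. With the replicate numbers as a block, which uses the same differences, 19 genes rose and 1 fell. How these values were judged was changed after they had been seen, so no conclusion is drawn from them. Without normalization between arrays the list's median was 0.31 (interval 0.17 to 0.45), while the median of the kept probes was -0.14. After quantile normalization these medians were 0.47 and -0.0082. Camera with the preset correlation gave adjusted p = 2.42e-21 without normalization. This argues against the scaling between arrays as the source of the list's rise against the other genes. For the size of the list's own fold change, the low limit lies under the bound set for that test. A part played by the scaling in that size cannot be told apart from a difference between the groups. An effect of LAP2β, a difference between the cell lines and a day that acts differently on each line stay open, as untested.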

How the results depend on the processing

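Detection over 5 arrays and leaving out pair 1 were chosen after seeing the data. The number of probes past the threshold, 220, was 145 after neqc, 521 without normalization between arrays, 537 with median scaling, 145 with a fold of at least 1.5 as well, 113 at an adjusted p under 0.01, and 1616 and 1 by the methods' t-test before and after adjustment. With the replicate block it was 821, and the 220 were all among them. Leaving out 1 array gave 99 (without mock replicate 2) to 279 (without mock replicate 1), and 126 without LAP2β replicate 2. Detection over 5 arrays gave 202, and leaving out pair 1 326. The Table 1 count of 26 was 17 with detection on all 6 arrays, which leaves fewer genes, 1 by the adjusted t-test, and 19 (without mock replicate 2) to 26 when 1 array was left out.

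The log2 fold change of TMPO was -0.032 and ran from -0.12 to 0.082 when 1 array was left out, above 0 without mock replicate 3 (0.082) or LAP2β replicate 1 (0.035). The values of MARCKS (0.96), IL6 (0.79) and STAT3 (0.56) passed no threshold by the adjusted t-test. STAT3 was 0.57 after neqc, 0.38 without normalization and 0.39 with median scaling, and 0.50 to 0.61 when 1 array was left out. It kept its 0.56 but missed the fold threshold and the adjusted p under 0.01. IL6 had no value with detection on all 6 arrays.

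Of the 23 lists, 9 passed by camera, 5 with detection on all 6 arrays, where 2 lost the call and the HOXA and beta-globin lists had too few genes to be tested, and 1 with an estimated correlation, the beta-globin list, whose genes were kept because they rose. By fry, the beta-globin, HOXA, keratinocyte and TGF-beta lists passed (adjusted p = 1.60e-05, 0.00915, 0.00915 and 0.0331). With the replicate block the beta-globin and HOXA lists still passed by fry (adjusted p = 5.07e-04 and 0.0272). The keratinocyte and TGF-beta lists then lost the call (adjusted p = 0.0519 and 0.0518 by fry). The list of matrix proteases and inhibitors gained it (adjusted p = 0.0427 by fry, against 0.312 without the block). The interferon (0.312), immediate early (0.312), EGF receptor (0.160), NF-kB (0.160) and p53 (0.159) lists did not pass by fry. With the replicate block the cell cycle list passed camera too (adjusted p = 0.0400, but adjusted p = 0.543 with an estimated correlation), and the block changed no other call of a list by camera or of a gene named in the text, apart from those given beside the results. Among 1656 values of 76 other named genes, 130 lost the call, 41 of them by the adjusted t-test, 84 gained it, 32 of them with the block, and 0 changed direction. The cause was not tested. Where a group has no array above background, signal over background limits a fold to a bound. The slide block was not run.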

Differences from the paper's values

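For LAP2 mRNA in the stable line the paper's value, by real-time PCR with primers for the β isoform, is 1.7-fold of mock. The TMPO probe above background on all arrays, which is annotated to another transcript than the β one, gave 0.978-fold here, and the probe annotated to the β transcript was above background on none. Over the alternatives set before the data were examined the first of these probes gave 0.873 to 1.06, and none of them came within 1.5 times of the paper's value. The paper also checked the overexpression by western blotting (Fig. 2) and describes it in xenografts of these cells by staining (Fig. 5). The places of the probes in the transcript were not analysed, so the array values do not test the paper's rise.

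For MARCKS the paper's value by real-time PCR is an increase of 193%. The array gave an increase of 95.1% here, and 75.7% to 128% over the alternatives set before the data were examined, none of which came within 1.5 times of the paper's value on that scale. As a fold of mock the paper's value is 2.93, beside 1.95 here, a ratio of 1.502 that barely exceeds the limit of 1.5 times. On the fold scale the value lay within 1.5 times of the paper's with the authors' normalized table and series matrix (1.98), after neqc (2.28) and normexp (2.03), and without mock replicate 1 (2.02), LAP2β replicate 2 (2.03) or LAP2β replicate 3 (1.97), and not with the others. The paper's array value in Table 1 is 1.94-fold, beside 1.95-fold here.

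The paper lists EGR1, PSG1 and CACHD1 in Table 1 among the genes changed. Table 1 prints fold changes and names no test or threshold, so the limma test used here is an unlike criterion. Here 26 of the 29 measured genes of that table passed the test in the printed direction. The 3 others ran in the printed direction with log2 fold changes of -0.48, -0.79 and -0.47 (adjusted p = 0.558, 0.392 and 0.247 from limma). With the replicate numbers as a block PSG1 passed the test (adjusted p = 1.06e-04), and no setting tried called EGR1 or CACHD1.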

Other observations

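The tests of neighbouring genes and of the TMPO probes were chosen only after the result was seen. The splits of the arrays were planned.

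Of 20 measured p53 targets, GADD45A, a growth arrest gene, rose 1.39-fold (its other kept probe had a log2 fold change of 0.36, adjusted p = 0.254) and 19 did not pass the test, with 3 higher when adjusted over the list alone and 4 with the replicate numbers as pairs. The mean log2 fold change of the list was 0.11 (adjusted p = 0.0175 from camera, and adjusted p = 0.453 with an estimated correlation), and it was -0.038 without normalization between arrays and -0.023 with median scaling, which moved the median of the kept probes to -0.14 and -0.13 and that of all probes to -0.062 and -0.047. The p53 list's adjusted p was 0.104 without mock replicate 1 and 0.109 without LAP2β replicate 3, and ran from 0.00606 to 0.453 over all settings tried. GADD45A did not pass without mock replicate 2 (adjusted p = 0.165), mock replicate 3 (0.0617), LAP2β replicate 1 (0.0860), LAP2β replicate 2 (0.0687) or LAP2β replicate 3 (0.0949), and its adjusted p over all settings tried ran from 0.00304 to 0.165. Nor did GADD45A pass after neqc, without normalization between arrays (log2 fold change 0.31) or with median scaling. Of 14 measured TGF-beta and BMP targets, IGFBP3 rose and 13 did not pass the test, with 3 higher when adjusted over the list alone and 5 with the replicate numbers as pairs (adjusted p = 0.0138 from camera, and adjusted p = 0.417 with an estimated correlation). The mean of that list was 0.29, and 0.16 without normalization between arrays and 0.18 with median scaling, and IGFBP3 is printed in Table 1, so it is not independent evidence. Among 19 epithelial markers GRHL2, an epithelial transcription factor, rose 1.52-fold and CDH1, which encodes E-cadherin, had a log2 fold change of 0.74 (adjusted p = 0.0579, 3.08e-04 with the replicate numbers as a block, and 3.08e-04 to 0.377 over all settings tried). Of the epithelial markers, 3 rose when adjusted over the list alone and 4 with that block, and the list's adjusted p was 0.201.

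Among 18 integrin and focal adhesion genes ITGA2, a collagen-binding integrin chain, fell (log2 fold change -0.53, adjusted p = 0.0134), among 13 matrix proteases and inhibitors KLK6, which is printed in Table 1, fell, and among 15 hypoxia targets ADM, adrenomedullin, rose 1.53-fold. The adjusted p of these lists from camera was 0.468, 0.211 and 0.468. When adjusted over the list alone, 2 integrin genes fell, 1 protease list gene rose and 1 fell, and 1 hypoxia target rose. With the replicate numbers as pairs, each of these lists had 1 higher and 2 lower. ITGA2 did not pass without mock replicate 2 (adjusted p = 0.10001), LAP2β replicate 1 (0.0527) or LAP2β replicate 2 (0.0559), and its adjusted p over all settings tried ran from 0.00223 to 0.153. ADM did not pass without mock replicate 2 (adjusted p = 0.198), LAP2β replicate 1 (0.0729), LAP2β replicate 2 (0.0573) or LAP2β replicate 3 (0.0618), and its adjusted p over all settings tried ran from 0.00257 to 0.293. It did not pass after neqc, without normalization between arrays or with median scaling either. Of 34 cell cycle genes 0 passed the limma test and 3 had an unadjusted p under 0.05, and the list's adjusted p was 0.0531, and 0.0400 with the replicate numbers as pairs, where 3 of its genes fell, but adjusted p = 0.543 with an estimated correlation and the pairs. The lists of 19 genes of the nuclear lamina and LAP2 partners, 7 mesenchymal markers, 11 Wnt targets, 19 genes of the unfolded protein and heat shock response, 13 genes of cholesterol synthesis and 4 immune cell markers had 0 calls from limma, and in that order 1, 3, 3, 3, 2 and 0 genes at an unadjusted p under 0.05. Their list adjusted p from camera was 0.527, 0.776, 0.527, 0.0723, 0.107 and 0.322. Among the Wnt targets 2 fell when adjusted over the list alone. With the replicate numbers as pairs, 1 lamina gene, 1 mesenchymal marker and 2 Wnt targets fell, and 1 mesenchymal marker, 2 genes of the unfolded protein list and 1 of cholesterol synthesis rose. For the integrin and Wnt lists the median lay above 0 and the mean below it. Of the erythroid, stromal and endothelial markers 1 gene each was measured, and of the gastric and intestinal epithelial markers 0, so those lists were not tested.

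The TMPO probe above background, annotated to another transcript than the β one, had a log2 fold change of -0.032 (adjusted p = 0.943 from limma). All measured Table 1 genes, 100% of 29, ran in the printed direction, which argues against an exchange of mock and LAP2β labels between the files and the paper's analysis. Table 1 was made from these arrays, so an exchange before that analysis would give the same, but the paper has MARCKS, IL6 and STAT3 higher in the LAP2β line by real-time PCR in independent experiments (Fig. 6) and in xenografts of these cells (Fig. 5), as on the arrays, which goes against it. These measures were not analysed here, and the sources used here do not say whether the PCR used the RNA of the arrays, so that exchange is not excluded. The probe annotated to the β transcript was above background on 0 of the 6 arrays, so whether the probes read the transfected cDNA cannot be told apart from the absence of a rise, and their places in the transcript were not analysed here.

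Genes that rose lay beside each other more often than random genes. Of 114 genes with a known place, 21 had another that rose among the next 3 measured genes on either side, against a median of 8 and a 95th percentile of 14 in 10000 random sets (one-sided permutation p = 9.00e-04). Of 61 genes that fell, 9 did so, against a median of 2 and a 95th percentile of 6 (one-sided permutation p = 0.00360). As a hypothesis, some of these neighbours may change together because of their place, but several pairs are related genes (IFIT2 and IFIT3, CRIP1 and CRIP2, CAV1 and CAV2, KLK5 and KLK6), and shared control of related genes, or probes that read both, was not tested. These genes were chosen for their place after their values were seen. HBE1, OR51B4 and OR51B5 are among the 21, and they were kept because they rose, while the other genes of their cluster were not kept. The random sets do not allow for that.

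The 6 arrays make 10 splits into 3 against 3, too few for a share under 0.05. The real split gave 220 probes past the threshold and the highest of the others 0, so that 1 of the 10 splits had as many. For gene lists the real split gave 9 and the highest of the others 9, for mock replicates 1 and 2 with LAP2β replicate 1 against the rest, so that 2 of the 10 had as many. Of the splits that part all pairs of numbers, as the real one does, the others gave 0 probes with the block, against 821. In all, 2533 of the 13323 probes, 19.0%, had groups that did not overlap, where chance gives 10% if the arrays are exchangeable. If the numbers pair the samples, as they are taken to here, the arrays are not exchangeable. The 3 other splits that part all pairs gave 4.74% to 6.10%, while those that part 1 pair gave 5.68% to 15.5%.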
